A study of Homo sapiens with 6 samples. Its data were reported in "LncRNA CRLM1 inhibits apoptosis and promotes metastasis through transcriptional regulation cooperated with hnRNPK in colorectal cancer" (2022).

How the data were processed

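Chromatin isolation by RNA purification followed by sequencing (ChIRP-seq) was carried out in HCT116, a human colorectal carcinoma cell line. In ChIRP, cells are crosslinked, chromatin is sheared, and biotinylated antisense DNA probes pull down a chosen RNA together with the DNA it touches. The target was the long noncoding RNA (lncRNA) CRLM1, annotated as LINC01767. The design held 6 libraries in 3 groups of 2 replicates: CRLM1 pull-down, pull-down with probes against bacterial LacZ as a negative control, and input chromatin taken without pull-down. Groups and replicate numbers were taken from the sample labels.

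According to the methods of the study, reads were trimmed with cutadapt, aligned to GRCh38 with Bowtie2 and passed to MACS for peak calling. The authors called peaks separately in each replicate, each time against the control of the same replicate number, and replicates were not pooled. The files analysed were 4 peak lists: replicate 1 against Input, replicate 1 against LacZ, replicate 2 against Input and replicate 2 against LacZ. Each deposited list gives the start, the end and a score for every peak. The score is the authors' own value from the peak caller, and it was used here only to describe, rank or filter peaks within a list. The scale of the score is not stated in the lists. The methods of the study name MACS2 with a q-value threshold, whereas the peak names, the columns and the score floor of 50 are those of an older MACS release. The caller version and the threshold behind these lists were therefore not settled. The lists hold no fold enrichment and no q-value, so the planned description of those values was replaced by the score. They hold no read counts either, so the sequencing depth of each library is unknown, and no counting interval could be given.

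The study removed peaks that overlapped LacZ signal from its final set. Calls of LacZ against Input were not used here, so that rule was not applied. Regions called in both replicates and against both controls form a different and stricter set. No column of per-sample values was left unused.

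Coordinates are 1-based positions on GRCh38. Peaks on chromosomes 1 to 22, X and Y entered the comparisons. Peaks on other contigs and on the mitochondrial genome were left out of them and were counted separately. Gene models came from GENCODE release 44. Each peak was assigned by its midpoint to the first matching class among untranslated region or coding sequence (UTR or CDS), other exon, 5 kb upstream of a transcription start site (TSS), intron and intergenic. A gene was counted as having a peak when a peak overlapped its body or the 5 kb upstream of its TSS, which is the gene rule of the study.

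Overlap between lists meant at least 1 shared bp. It was compared with 10000 random placements of the second list, in which each peak kept its chromosome and its length and avoided assembly gaps. Such a test permutes peak positions, or genes in the gene-list tests, and its p is called a permutation p. Placements ignore differences in how well reads can be mapped along a chromosome, which can raise the overlap of real lists. The test was one-sided, with a smallest possible p of 0.0001. Shares of peaks per feature class were compared with 10000 placements of the same kind in a two-sided test, with a smallest possible p of 0.0002. Numbers of genes with a peak, gene length and GC content were compared with 1000 placements, with a smallest possible two-sided p of 0.002. The share of the strongest 25% of peaks found again in the other replicate was compared with that of the other peaks by Fisher's exact test, two-sided. Peaks are not replicates, so these p-values describe the lists and not the variation between cultures. Benjamini-Hochberg adjustment was applied within each family of tests.

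There were 3 gene lists. The first held 6 genes that the study singled out as bound by CRLM1. The second held 19 genes that it reported as regulated or tested for regulation. The third held 5 genes linked to hnRNPK, the protein partner of CRLM1 in the study. The number of list genes with a peak was compared with 10000 random gene lists matched on gene length in 20 bins, one-sided. Peak sequences were compared with LINC01767 exons by blastn with a word size of 11 and an E value of at most 0.01 per list. The share of peaks with a hit was compared with 100 placements, with a smallest possible one-sided p of 0.0099. Peaks per chromosome were compared with ungapped chromosome length by a chi-square test.

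The tests, 80 alternatives in processing and the rule for naming peaks and genes were fixed before the data were examined. By that rule, the text names up to 5 regions called in all 4 lists, the 3 peaks with the highest scores in each list, and peaks at the CRLM1 locus. It also names LINC01767, the genes of the 3 lists with a peak in both replicates against one control, and the 6 genes of the first list in any case. Alternatives covered a stricter score threshold (peaks at or above the median score of their list) and the definition of overlap. They also covered the placement of peaks, the upstream window, the gene set, the matching of random gene lists, the chromosomes used and each replicate left out in turn. There were 2 further alternatives, both chosen after seeing the data: the use of only those LINC01767 transcripts that have 4 exons, and the joint placement of the replicate 2 peaks called against both controls.

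In the test of sequence elements found in expression vectors, which was set up after the data were seen, a further element is not reported here, and the test was recomputed without it. The list of elements was thus both drawn up and shortened after values were seen, for a reason other than its result, and its counts serve as description only.

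The overlap test was tested on simulated data with 50 pairs of lists of 10310 peaks and 200 placements each. Of the unrelated pairs, 1 of 50 had a p below 0.05. Of the pairs that shared 200 copied peaks, 50 of 50 did, and the mean excess recovered was 198.32 peaks. The simulated lists were drawn by the placement rule of the test itself. Clustering of peaks shared by real lists was therefore not covered, nor was a list as short as replicate 2 against LacZ. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, samtools 1.23.1 and blastn 2.17.0.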

Results

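ChIRP-seq was used to find chromatin sites associated with the lncRNA CRLM1 in HCT116 colorectal carcinoma cells. The data comprised 6 libraries in 3 groups (CRLM1 pull-down, LacZ pull-down and input chromatin) with 2 replicates per group. They were represented by 4 peak lists, 1 for each replicate and control. On the main chromosomes, the lists held 36781 peaks in all. The sequencing depth of the libraries is unknown, since the lists carry no read counts.

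Peak numbers were compared first, to see how far each list depends on the replicate and on the control. Against Input, 9331 peaks were called in replicate 1 and 16777 in replicate 2, a 1.8-fold difference. Against LacZ, 10310 peaks were called in replicate 1 and 363 in replicate 2, a 28.4-fold difference. The controls gave lists of similar size in replicate 1, whereas in replicate 2 the lists against Input and LacZ differed by more than the LacZ-called lists did between replicates. With 1 list per replicate and control, no spread within a list can be given. Median peak width was 389 and 402 bp against Input in replicates 1 and 2, and 395 and 506 bp against LacZ. The Input-called peaks covered 3848.88 kb in replicate 1 and 6928.56 kb in replicate 2, and the LacZ-called peaks covered 4164.58 and 182.731 kb. Ungapped main chromosomes hold 2937.64 Mb.

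Most peaks had scores close to the floor of their list. The lowest score was 50 in 3 lists and 50.03 in replicate 2 against LacZ. Median scores against Input were 56.11 in replicate 1 and 57.73 in replicate 2. Against LacZ they were 57.95 in replicate 1 and 56.02 in replicate 2. Scores below 60 made up 65.6% of peaks in replicate 1 against Input, 58.7% in replicate 1 against LacZ, 59.5% in replicate 2 against Input and 72.2% in replicate 2 against LacZ. Scores of at least 100 were reached by 222, 212, 278 and 2 peaks in the same order.

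Whether the replicates found the same sites was tested by overlap. The lists compared here share no library. Against Input, 161 of the 9331 replicate 1 peaks (1.73%) overlapped a replicate 2 peak, and 157 of the 16777 replicate 2 peaks (0.936%) overlapped a replicate 1 peak. Random placement gave 48.3 shared peaks on average (95% of placements between 35 and 62), so the observed number was 3.34 times higher (permutation p = 0.0001, the smallest possible, adjusted p = 0.0002 over 6 overlap tests). The alternative that moved this ratio most was the use of peaks at or above the median score, which gave 6.59. Against LacZ, 6 of the 10310 replicate 1 peaks (0.0582%) overlapped 6 of the 363 replicate 2 peaks (1.65%). Random placement gave 1.26 (0 to 4), a ratio of 4.75 (permutation p = 0.0019, adjusted p = 0.0023). Shared peaks thus exceeded random placement under both controls, and were under 2% of each list.

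The controls were then compared within each replicate. These lists share the CRLM1 pull-down library, so overlap between them is not independent evidence of a site. In replicate 1, 4698 peaks were called against both controls, which was 50.3% of the Input-called and 45.6% of the LacZ-called peaks. In replicate 2, 344 peaks were called against both, which was 2.05% of the Input-called and 94.8% of the LacZ-called peaks. Random placement gave 28.5 and 2.08 shared peaks, so both observed numbers were 165 times higher (permutation p = 0.0001 each, the smallest possible, adjusted p = 0.0002). All 4698 and all 344 shared peaks had identical start and end positions in both lists. No shared pair between replicates did.

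Lists that differ in both replicate and control share no library and give a background for these values. Replicate 1 against Input shared 4 peaks with replicate 2 against LacZ, where placement gave 1.15 (ratio 3.46, permutation p = 0.031, adjusted p = 0.031). Replicate 2 against Input shared 76 peaks with replicate 1 against LacZ, where placement gave 51.4 (ratio 1.48, permutation p = 0.0008, adjusted p = 0.0012).

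**Figure D1:**
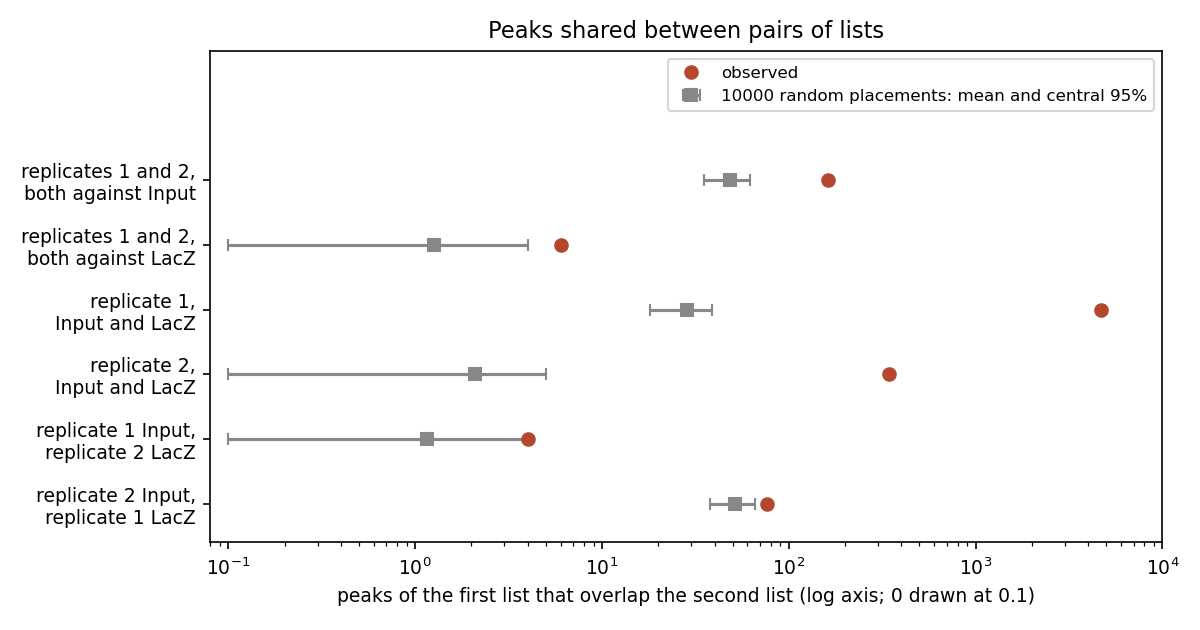
Number of peaks of the first list that overlap the second list for 6 pairs of lists (log axis, in peaks), with the mean and central 95% of 10000 random placements. Pairs from the same replicate share 4698 and 344 peaks, and pairs from different replicates share between 4 and 161.

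Regions called in both replicates and against both controls were then collected, a stricter set than that of the study, whose rule kept sites found over Input and free of LacZ signal. There were 4 such regions. Placing the lists independently gives a mean near 0 whatever the data, because the lists of a replicate share a pull-down library. The replicate 2 peaks called against both controls were therefore placed together, an alternative chosen after seeing the data. This gave 0.537 regions on average and at most 5 (permutation p = 0.0025). The 4 regions include the CRLM1 locus, the target of the pull-down, so this p does not describe the others alone. Placement also ignored the higher peak density on the first 50 Mb of chromosome 5, where the third region lies. The first region lay on chromosome 1 at 56414742 to 56416221 and covered LINC01767. The second lay on chromosome 1 at 216917794 to 216918658, in an intron of ESRRG, with scores between 56.43 and 69.74. The third lay on chromosome 5 at 30677894 to 30678490, in an intron of the lncRNA gene ENSG00000287176, 515195 bp from the nearest protein-coding gene, CDH6. Its scores were 61.45 and 66.33 in replicate 1 and 138.5 and 69.62 in replicate 2, against Input and LacZ respectively. The fourth was intergenic, on chromosome 11 at 2205399 to 2206454, 33583 bp from TH. Its scores were 79.62 and 136.94 in replicate 1 and 139.05 and 74.06 in replicate 2. With a required reciprocal overlap of 50%, 3 regions were found.

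The CRLM1 locus served as a control of the capture, because a pull-down of an RNA is usually strongest where that RNA is transcribed. A peak there does not by itself show capture through the RNA. No list separates that from antisense probes that pair with the DNA of the gene. LINC01767 (ENSG00000223956.5) lies on chromosome 1 at 56414918 to 56417137 on the plus strand. Within the gene and 5 kb on either side, each list held 1 peak. In replicate 1 the peak was 1480 bp wide (56414742 to 56416221), and in replicate 2 it was 1195 bp wide (56414867 to 56416061). It also overlapped ENSG00000284686 and ENSG00000260971. Its score was 1466.89 in replicate 1 and 935.57 in replicate 2 against LacZ, the highest of both lists. The next highest scores there were 675.47 and 239.02. Against Input its score was 1008.27 in replicate 1 and 1580.45 in replicate 2, rank 2 in both lists. Those scores were between 16.7 and 27.4 times the median score of their lists. Of 9 annotated transcripts, 3 have 4 exons, and their exon blocks at 56414918 to 56415150, 56415248 to 56415353, 56415533 to 56415695 and 56415782 to 56415966 all lay inside the peaks of both replicates. The lists give no signal profile within a peak, so exons and introns could not be compared.

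**Figure D2:**
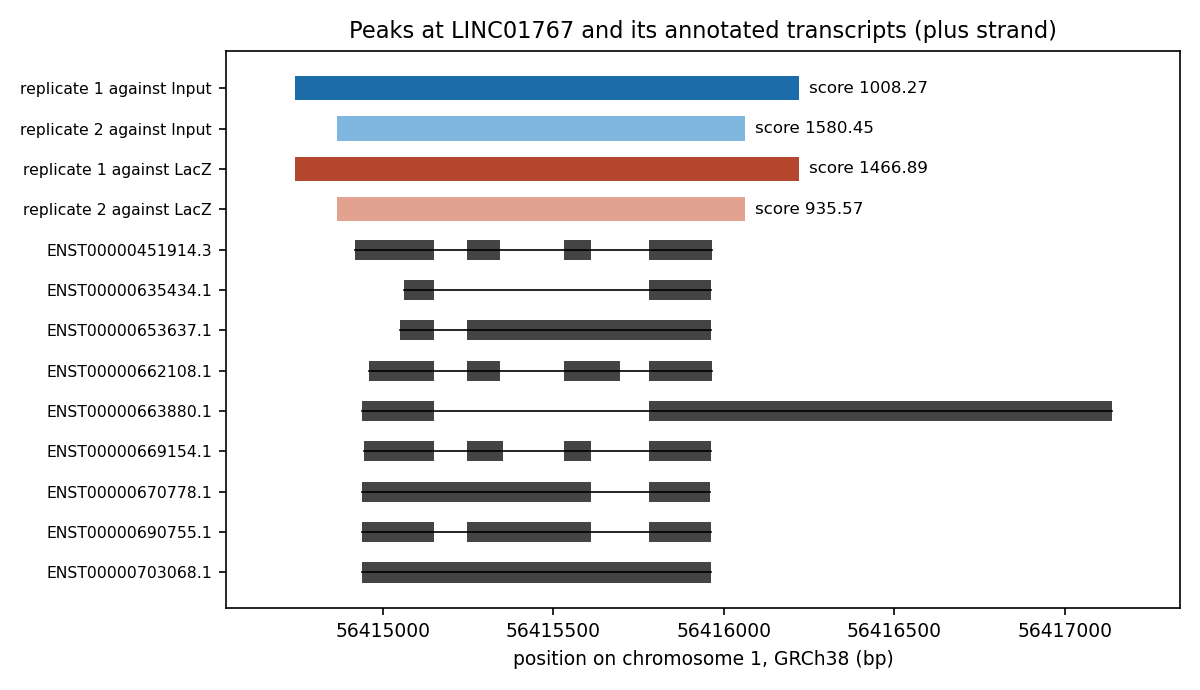
Peaks of the 4 lists at LINC01767 (bars, with the authors' score) above its 9 annotated transcripts (boxes are exons), by position on chromosome 1 in bp. The peaks span 56414742 to 56416221 in replicate 1 and 56414867 to 56416061 in replicate 2.

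None of the other peaks among the 3 strongest of each list was called against LacZ in both replicates. In replicate 1 against Input, an intergenic peak on chromosome 4 at 49118302 to 49121493 had the highest score (1505.61). An intergenic peak on chromosome 20 at 31057585 to 31062004 was the third (958.36). Both were also called in replicate 2 against Input and in neither LacZ list. In replicate 2 against Input, the highest score (1670.06) belonged to a peak on chromosome 15 at 67840011 to 67840443 that covered the U6 small nuclear RNA gene RNU6-1. The third (1164.51) overlapped the growth hormone gene GH1 on chromosome 17 at 63916701 to 63917336. Both had a counterpart in replicate 1 against Input, and the GH1 peak also in replicate 1 against LacZ. In replicate 1 against LacZ, a peak on chromosome 6 at 43778850 to 43781215 overlapped VEGFA, with its midpoint in an exon outside annotated UTR and CDS (675.47). It was also called against Input in both replicates. The third was an intergenic peak on chromosome 11 at 69214419 to 69214643 (339.95). In replicate 2 against LacZ, the second was in an intron of TBC1D5 on chromosome 3 at 17402012 to 17402211 (239.02). The third lay on chromosome 11 at 92962614 to 92963340 (91.08), within 5 kb upstream of an annotated TSS and 6310 bp from MTNR1B.

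**Figure D3:**
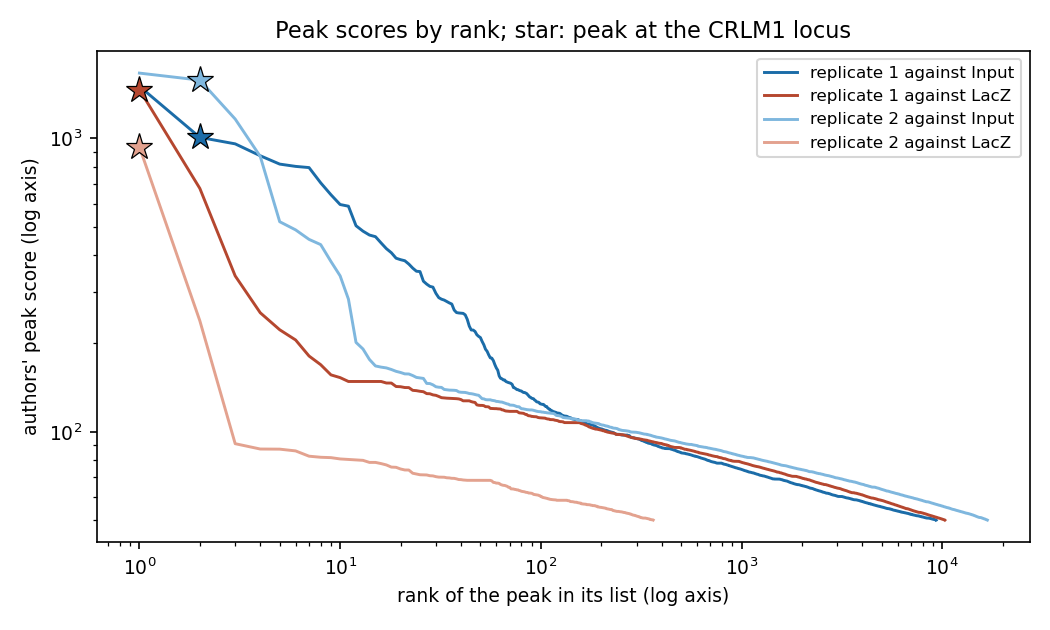
The authors' peak score by rank of the peak within its list for the 4 lists (both axes logarithmic), with a star at the peak over the CRLM1 locus. The star stands at rank 1 against LacZ and rank 2 against Input in both replicates.

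Whether stronger peaks were found again more often was tested within each list. Against Input, 93 of the strongest 2333 peaks of replicate 1 (3.99%) overlapped a replicate 2 peak, compared with 68 of the other 6998 (0.972%, Fisher's exact p = 7.8e-19, adjusted p = 3.1e-18 over 4 tests). For replicate 2 the shares were 1.69% and 0.684% (exact p = 4.3e-08, adjusted p = 8.6e-08). Against LacZ, 6 of the strongest 2578 replicate 1 peaks (0.233%) and 0 of the other 7732 were found again (exact p = 0.00024, adjusted p = 0.00032). For replicate 2 against LacZ these were 5 of 91 (5.49%) and 1 of 272 (0.368%, exact p = 0.0044, adjusted p = 0.0044). The strongest peaks were found again more often in each of the 4 lists, and the share found again was at most 5.49% of this 25% in any list. With the strongest 10% in place of the strongest 25%, the shares were 7.82% in replicate 1 against Input, 3.16% in replicate 2 against Input, 0.388% in replicate 1 against LacZ and 13.5% (5 of 37) in replicate 2 against LacZ.

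The study compared the region upstream of TSSs with gene bodies without introns. Here the positions of peak midpoints were set against random placement (20 tests over 5 feature classes), with exonic sequence split into UTR or CDS and other exons, so the classes are not those of the study. Within 5 kb upstream of a TSS lay 5.63% of replicate 1 peaks against Input, where placement gave 8.21% (ratio 0.685), and 7.31% of replicate 2 peaks against Input, where it gave 8.34% (ratio 0.876, permutation p = 0.0002 each, the smallest possible, adjusted p = 0.0004). Against LacZ the shares were 9.03% in replicate 1 (ratio 1.04, permutation p = 0.198, adjusted p = 0.23) and 9.92% in replicate 2 (ratio 1.15, p = 0.419, adjusted p = 0.47). The alternative that moved the upstream ratio most was a 1 kb window in replicate 2 against LacZ, which gave 0.457 (permutation p = 0.202).

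UTR or CDS held 2.04% of replicate 1 peaks and 2.29% of replicate 2 peaks against Input, with ratios to placement of 0.723 and 0.793 (permutation p = 0.0002 each, the smallest possible, adjusted p = 0.0004). Against LacZ, the share in replicate 1 was 4.19%, with a ratio of 1.38 (permutation p = 0.0002, the smallest possible, adjusted p = 0.0004). In replicate 2 it was 2.2%, with a ratio of 0.726 that did not differ from placement (permutation p = 0.461, adjusted p = 0.49). Both Input-called lists were thus below random placement in both classes. The replicates against LacZ fell on different sides of it for UTR or CDS, and whether they differed from each other was not tested.

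Introns held between 52.8% and 57.6% of the peaks of the 4 lists. The ratios to placement were 1.04 in replicate 1 against both controls (permutation p = 0.0002 each, the smallest possible, adjusted p = 0.0004). They were 1.02 in replicate 2 against Input (permutation p = 0.0088, adjusted p = 0.014) and 1.11 in replicate 2 against LacZ (p = 0.037, adjusted p = 0.049). Among peaks at or above the median score, the ratio was no longer past the threshold in 3 lists: replicate 1 against Input (1.02, permutation p = 0.286) and both lists of replicate 2. Intergenic peaks were above placement against Input, with ratios of 1.06 in replicate 1 (permutation p = 0.0004, adjusted p = 0.00073) and 1.03 in replicate 2 (p = 0.0014, adjusted p = 0.0023). They were below it against LacZ, with ratios of 0.904 in replicate 1 (permutation p = 0.0002, the smallest possible, adjusted p = 0.0004) and 0.827 in replicate 2 (p = 0.017, adjusted p = 0.024).

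**Figure D4:**
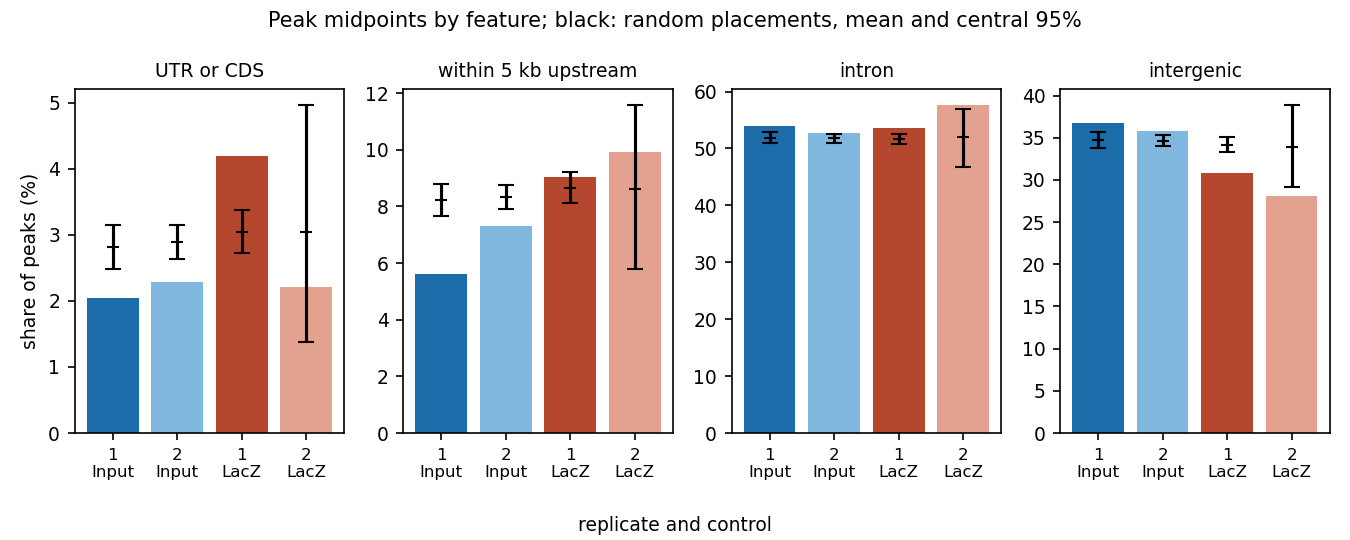
Share of peak midpoints (in percent, bars) in 4 feature classes for the 4 lists, with the mean and central 95% of 10000 random placements in black. Upstream shares against Input, 5.63% and 7.31%, lie below placement, and the UTR or CDS share of replicate 1 against LacZ, 4.19%, lies above it.

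Among 62663 annotated genes, those with a peak in the body or within 5 kb upstream were counted. Against Input, 4541 genes had a peak in replicate 1, where placement gave 5508.91 (ratio 0.824), and 7594 in replicate 2, where placement gave 8655.03 (ratio 0.877, permutation p = 0.002 each, the smallest possible, adjusted p = 0.004 over 6 tests). Against LacZ, 6465 genes had a peak in replicate 1, where placement gave 6207.27 (ratio 1.04, permutation p = 0.002, the smallest possible, adjusted p = 0.004), and 310 in replicate 2, where placement gave 295.79 (ratio 1.05, p = 0.35, adjusted p = 0.35). Both replicates had a peak in 2385 genes against Input, fewer than the 2504.04 from placement (ratio 0.952, permutation p = 0.004, adjusted p = 0.006). Against LacZ this held for 150 genes, more than the 126.38 from placement (ratio 1.19, permutation p = 0.038, adjusted p = 0.046). These placements move both lists and do not keep the number of genes of each list, so the ratios do not measure agreement between replicates by themselves. Restricting the peaks to those at or above the median score gave 1088 genes in both replicates against Input, a ratio of 1.00 (permutation p = 0.869). Against LacZ it gave 54 genes, a ratio of 1.23 that was no longer past the threshold (permutation p = 0.138).

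Long genes receive more peaks under random placement. The median length of genes with a peak was 109.742 kb in replicate 1 against Input (placement 85.0 kb, ratio 1.29) and 79.4 kb in replicate 2 against Input (68.2 kb, ratio 1.16, permutation p = 0.002 each, the smallest possible, adjusted p = 0.004 over 4 tests). Against LacZ it was 73.2 kb in replicate 1 (77.5 kb, ratio 0.945, permutation p = 0.026, adjusted p = 0.035) and 106.653 kb in replicate 2 (119.128 kb, ratio 0.895, p = 0.382, adjusted p = 0.38). The median over all annotated genes was 3.62 kb.

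The gene lists were then tested for whether they held more genes with a peak than random genes of matched length. The 6 genes that the study singled out as bound were chosen by it from these libraries, so they are not an independent list. Of them, 3 had a peak in replicate 1 against Input (2.33 from random lists, permutation p = 0.43) and 4 in replicate 2 against Input (3.25, p = 0.416). Against LacZ there were 2 in replicate 1 (2.68, permutation p = 0.848) and 0 in replicate 2 (0.161, p = 1). In both replicates against Input there were 2, where random lists gave 1.69 (permutation p = 0.565). Of the 19 regulated genes, 4, 5 and 4 had a peak in replicate 1 against Input, replicate 1 against LacZ and replicate 2 against Input (2.76, 3.57 and 4.21 from random lists, permutation p = 0.272, 0.257 and 0.674). In both replicates against Input there were 2 (1.64, permutation p = 0.526). Of the 5 genes linked to hnRNPK, 2 had a peak in replicate 2 against Input (1.28, permutation p = 0.385) and 0 in the other three lists. No gene of the 3 lists had a peak in replicate 2 against LacZ. All adjusted p-values of these gene-list tests were 1. Without matching on length, the adjusted p for the 6 bound genes was 0.037 in replicate 1 against Input and 0.029 in replicate 2 against Input.

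At the level of single genes, SMAD2 had no peak in any of the 4 lists. GSK3B (chromosome 3, 119821321 to 120094994) had 1 peak against Input in each replicate, at 120079252 to 120079520 in replicate 1 (score 51.01, intron) and at 119997186 to 119997773 in replicate 2 (score 116.02, an exon outside annotated UTR and CDS). MAPK9 had 1 intronic peak in replicate 1 against Input, on chromosome 5 at 180273861 to 180274178 (score 52.56). GALNT5 had 1 intronic peak in replicate 2 against Input, on chromosome 2 at 157287990 to 157288343 (score 103.75). GALNT13, which spans 582.058 kb of chromosome 2, had 5 peaks in replicate 1 against Input, 2 in replicate 1 against LacZ and 3 in replicate 2 against Input. GALNT18 had 2 peaks in replicate 1 against LacZ and 2 in replicate 2 against Input. Of the regulated genes, ZEB1 (chromosome 10, 31318495 to 31529814) and PLPP3 (chromosome 1, 56494761 to 56645301) had peaks in both replicates against Input. The PLPP3 peaks lay at 56569393 to 56569966 in replicate 1 (score 54.35) and at 56582998 to 56583409 in replicate 2 (score 51.32), both in introns. Across these genes the 4 lists held 29 peaks, and 0 of the 29 overlapped a peak of the other replicate. The 29 are not all distinct, since an interval called against both controls counts once in each list, as at ZEB1 and GALNT13 in replicate 1.

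Base composition, chromosome and sequence similarity were examined as technical measures. Mean GC content was 38.2% in replicate 1 against Input (placement 40.6%) and 39.3% in replicate 2 against Input (40.7%), and 41.6% in replicate 1 against LacZ (41.0%, permutation p = 0.002 each, the smallest possible, adjusted p = 0.0027 over 4 tests). In replicate 2 against LacZ it was 40.3% (41.0%, permutation p = 0.104, adjusted p = 0.1). Peaks were not spread over chromosomes in proportion to ungapped length in any list. Chi-square was 1177.34 in replicate 1 against Input, 729.685 in replicate 1 against LacZ and 1679.61 in replicate 2 against Input. The chi-square value was 58.4435 in replicate 2 against LacZ (23 degrees of freedom, p = 6.4e-05, the largest of the 4 p-values). Without X and Y the chi-square test remained past the threshold in each list (p = 0.02 in replicate 2 against LacZ). Chromosome 5 held 1.66, 1.47, 1.78 and 1.79 times its expected peaks in replicate 1 against Input, replicate 1 against LacZ, replicate 2 against Input and replicate 2 against LacZ. Chromosome X held 0.134, 0.136, 0.144 and 0.104 times its expected peaks in the same order. Chromosome 8 held 1.77 times its expected peaks in replicate 1 against Input, and 1.00, 1.2 and 1.45 times in the other three lists.

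The excess on chromosome 5 was followed along the chromosome, and its first 50 Mb were singled out after the values were seen. That segment held 444, 423, 981 and 26 peaks in replicate 1 against Input, replicate 1 against LacZ, replicate 2 against Input and replicate 2 against LacZ. Its peak density was 2.80, 2.42, 3.45 and 4.22 times that of the genome in the same order. Over the rest of the chromosome the density was 1.23, 1.12, 1.15 and 0.862 times that of the genome.

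**Figure D5:**
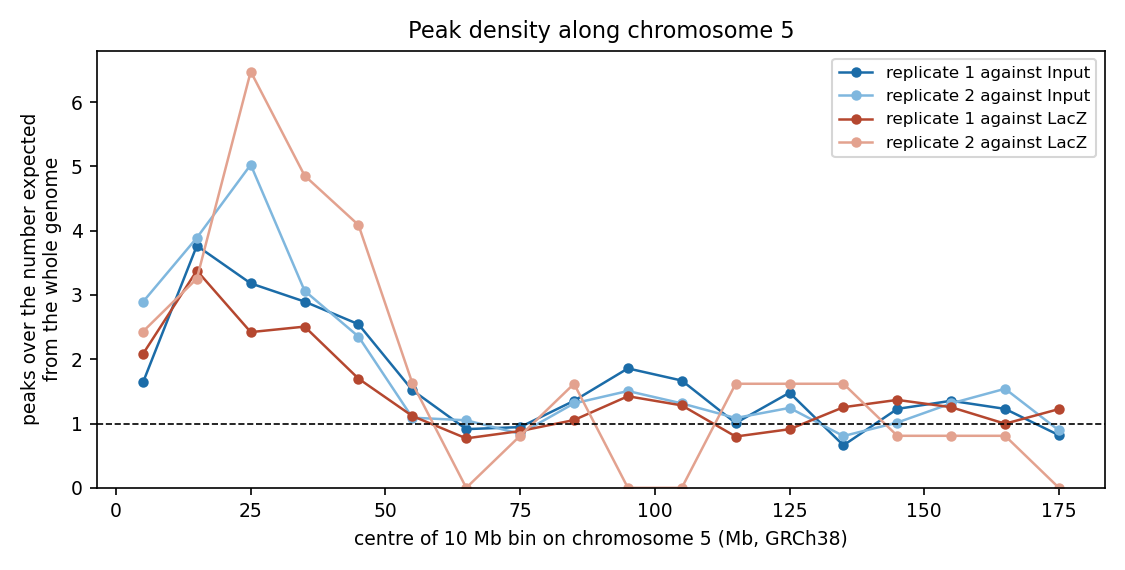
Peak density in 10 Mb bins along chromosome 5 (in Mb) over the number expected from the whole genome, for the 4 lists, with a dashed line at 1. All 5 bins of the first 50 Mb lie above the line in each list, between 1.64 and 6.47.

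Similarity to LINC01767 exons was found for 916 peaks (9.82%) in replicate 1 against Input, where placement gave 11.3% (permutation p = 1, adjusted p = 1). It was found for 1571 (15.2%) in replicate 1 against LacZ (placement 11.9%), 2067 (12.3%) in replicate 2 against Input (11.6%) and 82 (22.6%) in replicate 2 against LacZ (15.3%, permutation p = 0.0099 each, the smallest possible, adjusted p = 0.013 over 4 tests). All 5253 hits outside the CRLM1 locus lay in 1 stretch of the gene, 56417009 to 56417137. When only the transcripts with 4 exons were used, which end before that stretch, each list had 1 peak with a hit, and that peak was the one at the CRLM1 locus.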

Values the study reported

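The study placed CRLM1 on chromosome 1 at 56414931 to 56420384 and gave it 4 exons. Of the genes with a CRLM1 peak in the gene body or just upstream, 15 overlapped with genes that rose and 7 with genes that fell when CRLM1 was overexpressed. It described 44 genes linked to metastasis as carrying CRLM1 peaks. The study judged the association of CRLM1 with chromatin to be weak, with faint signal at most sites apart from its own gene. It also took binding and regulated expression to be poorly correlated. Relative to genome length, it found more peaks upstream of TSSs than in gene bodies without introns.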

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

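All tests on contig peaks given here were chosen only after the result was seen. Peaks on contigs outside the main chromosomes, which entered none of the comparisons, drew attention because no result was drawn from them and their number was above the 3 counts that a count of 0 allows. Replicate 1 against Input held 85 such peaks, replicate 1 against LacZ held 17 and replicate 2 against Input held 45. Replicate 2 against LacZ held 2, which is under that limit. The highest contig score was 1535.01 in replicate 1 against Input, 729.38 in replicate 2 against Input, 101.24 in replicate 1 against LacZ and 53.1 in replicate 2 against LacZ.

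Of these peaks, 82, 15 and 40 lay on unplaced and unlocalized contigs, which hold 11.5 Mb of the reference, and few on alternate haplotypes, which hold 110 Mb. The length of the contigs is therefore judged on the former. In replicate 1 against Input, their peak density was 2.25 times that of the main chromosomes (36.4 peaks expected, exact binomial p = 7.8e-11), which argues against length as the whole cause. There, 44 of the 82 peaks lay on 2 contigs. In replicate 1 against LacZ and replicate 2 against Input the ratios were 0.373 and 0.611, so there is no excess over length in these lists.

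Satellite DNA that the assembly holds in too few copies remains a candidate explanation for the excess. GGAAT and ATTCC are the repeat unit of human satellites 2 and 3, read on either strand. Peaks on unplaced and unlocalized contigs in replicate 1 against Input carried 2.43 times as many of these pentamers per kb as random positions on the same contigs (permutation p = 0.01, the smallest possible). The ratio was 2.07 in replicate 1 against LacZ (permutation p = 0.02) and 1.87 in replicate 2 against Input (p = 0.01, the smallest possible). Collapsed copies would gather reads of many genomic copies in 1 place, and that applies to Input as much as to the pull-down, so how it leads to peaks called over Input was not tested. No biological explanation was tested.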

How the results depend on the processing

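The use of only those LINC01767 transcripts that have 4 exons and the joint placement of replicate 2 peaks called against both controls were alternatives chosen after the result was seen. Across 210 recalculations of a result under an alternative, 159 kept their direction and their side of the threshold, or stayed within 1.5 times of the count. A further 9 became weaker, 6 stronger and 4 reversed, and 32 counts moved by more.

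The overlap results kept their direction and stayed past the threshold under every alternative run. The ratio of shared Input-called peaks to placement ranged from 2.00, with peaks extended by 500 bp on each side, to 6.59, with peaks at or above the median score. For LacZ-called peaks it ranged from 2.02 (permutation p = 0.047) to 18 under the same alternatives. For peaks extended by 500 bp, placement rises as well, so a lower ratio follows from the setting. The number of regions called in all 4 lists was 3 with a reciprocal overlap of 50%. The 4 regions remained more than placement gave when the replicate 2 peaks called against both controls were placed together (permutation p = 0.0025). The CRLM1 locus is among the 4, so this p does not describe the others alone.

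Keeping only peaks at or above the median score reduced the lists to 4671 and 5155 peaks in replicate 1 and to 8467 and 185 in replicate 2, against Input and LacZ. Genes with a peak fell to 2679 and 3696 in replicate 1 and to 4574 and 163 in replicate 2. Those with a peak in both replicates fell to 54 against LacZ (ratio 1.23, permutation p = 0.138, no longer past the threshold), and to 1088 against Input, where the ratio to placement reversed to 1.00 (permutation p = 0.869). Fewer peaks give fewer genes by construction. List genes with a peak against Input fell to 1 of the bound and 2 of the regulated genes in replicate 1, and to 1 of the regulated and 1 of the hnRNPK-linked genes in replicate 2. In both replicates they fell to 1 of the bound and 0 of the regulated genes. The upstream ratio against LacZ passed the threshold in replicate 1 (1.1, permutation p = 0.042) and reached it in replicate 2 (1.49, p = 0.05). The intron ratio fell to 1.02 in replicate 1 against Input (permutation p = 0.286), 1.01 in replicate 2 against Input (p = 0.587) and 1.06 in replicate 2 against LacZ (p = 0.5). The intergenic ratio of replicate 2 against LacZ was 0.837 (permutation p = 0.124). For the last list, having 185 peaks widens the spread of placements. For the other ratios the cause was not tested.

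The upstream result against LacZ also depended on the window and on the genes used. In replicate 1 the ratio was 1.06 with 10 kb (permutation p = 0.008) and 1.19 with protein-coding genes only (p = 0.002). In replicate 2 it reversed to 0.457 with 1 kb (permutation p = 0.202) and to 0.814 with protein-coding genes only (p = 0.675). The cause was not tested. Protein-coding genes only also brought the intron ratio to 1.01 in both Input-called lists (permutation p = 0.388 in replicate 1 and 0.352 in replicate 2). Counts of genes with a peak were then 2630 and 4048 in replicate 1 and 4449 and 205 in replicate 2, and 1582 in both replicates against Input, because fewer genes were counted. With any base of the peak in place of its midpoint, the intron ratio of replicate 2 against LacZ was 1.11 (permutation p = 0.072).

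When random gene lists were not matched on length, the 3 and 4 bound genes with a peak in replicates 1 and 2 against Input passed the threshold (adjusted permutation p = 0.037 and 0.029). Matching on length removes both, which shows the cause: the 6 genes are long. For similarity to LINC01767, the transcripts with 4 exons left 1 peak with a hit in each list. Results for replicate 1 against LacZ (1, permutation p = 0.129) and replicate 2 against Input (1, p = 0.119) were no longer past the threshold, and that of replicate 1 against Input reversed (1, p = 0.069). The transcripts with 4 exons lack the stretch that holds the other hits. The 1 peak left in each list is the one at the CRLM1 locus, which matches its own exons. A count of at least 1 was thus given beforehand, and these changes say nothing about similarity elsewhere. Using the whole LINC01767 gene changed nothing, because its exons together cover the whole gene, so this alternative says nothing about stability.

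Leaving out each replicate in turn moved 6 of the 9 counts that need both replicates by more than 1.5 times in each case, though not the same 6. Only the count of hnRNPK-linked genes against LacZ, which was 0, stayed as it was in both cases. Regions called in all remaining lists ranged from 344 to 4698. Genes with a peak ranged from 4541 to 7594 against Input and from 310 to 6465 against LacZ. Bound genes with a peak ranged from 3 to 4 against Input and from 0 to 2 against LacZ. Regulated genes were 4 in both fits against Input and ranged from 0 to 5 against LacZ, and hnRNPK-linked genes ranged from 0 to 2 against Input. No paired analysis was possible because each list is already called within 1 replicate number and the lists carry no values per library. A stricter fold enrichment and a stricter q-value were not run, since the lists hold neither, and the median score took the place of the latter. The unknown depth limits the comparison of list sizes between replicates, since fewer reads alone give fewer peaks.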

Other observations

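Tests chosen only after the result was seen were those on the strong peaks without satellite sequence, on extended peak boundaries, on the similarity of shared peaks to LINC01767, on vector DNA, on chromosome 5 and on AACC repeats outside the strongest peaks.

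Few peaks were shared between replicates, and a first candidate explanation is that most calls lie near the score floor. The strongest 10% of replicate 1 peaks against Input were found again in 7.82% of cases, compared with 1.05% for the other peaks (Fisher's exact p = 1.5e-31), which is consistent with it. It is not the whole cause, because most strong peaks were not shared. Of the 222 replicate 1 peaks against Input with a score of at least 100, 58 were found again (26.1%). These were 50 of the 100 peaks with at least 20 satellite pentamers per kb and 8 of the other 122 (6.56%). Shifted peak boundaries can account for a few unshared peaks and are argued against for most of them. Extending each peak by 500 bp raised the shared replicate 1 peaks from 161 to 329, which was 3.53% of the list, and their excess over placement from 113 to 165. A difference between the cultures or pull-downs of the replicates stays open and was not tested.

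The strong Input-called peaks that were shared may in part be satellite DNA. Shared peaks of replicate 1 against Input carried on average 46.2 GGAAT or ATTCC pentamers per kb and the other peaks 3.40, a ratio of 13.6. At least 20 pentamers per kb were found in 64 of the 161 shared peaks (39.8%) and in 119 of the other peaks (1.30%). In replicate 2 against Input the ratio was 19.2. With such peaks left out, 97 replicate 1 peaks were still shared, where placement gave 46.2 (ratio 2.10, permutation p = 0.001, the smallest possible). Peaks rich in these pentamers thus account for part of the sharing and not for all of it. Other satellite sequence was not screened, so its part in the remaining sharing is unknown. As a cause of sharing, similarity to LINC01767 that passes the blastn limit was argued against. A hit was found for 6.88% of shared peaks outside the CRLM1 locus, compared with 9.86% of the other peaks (Fisher's exact p = 0.281). The 6 LacZ-called shared peaks held none with 20 or more pentamers per kb. Beyond the 4 regions named in the report, they included peaks on chromosome 5 at 33250768 to 33251223, in an intron of LINC02160, and on chromosome 6 at 26568605 to 26569103, within 5 kb upstream of an annotated TSS. Both were chosen after their values were seen.

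Several of the highest scores lay at sequence elements that expression vectors often carry. A list of 6 such elements (promoters of EEF1A1, RNU6-1, PGK1, RPPH1 and RN7SK, and the 3′ end of GH1, which provides a polyadenylation signal) was set up after RNU6-1 and GH1 had been noticed, so its counts are not independent of them and serve as description only. In replicate 2 against Input, 3 of the 6 elements had a peak, and all 3 were among the 50 strongest (0.087 elements from placement). RNU6-1 scored 1670.06 and GH1 1164.51. EEF1A1, chosen after its values were seen, scored 340.06 (rank 10; chromosome 6, 73520893 to 73521266). In replicate 1 against Input, 2 of the 6 had a peak, with scores of 229.19 for RNU6-1 and 803 for GH1. In replicate 1 against LacZ 1 of the 6 had a peak, and in replicate 2 against LacZ 0. Open chromatin at highly transcribed promoters, the other explanation tested, is argued against: 0 of 10 control promoters, including those of ACTB and GAPDH, had a peak in either Input-called list, while 2 of the 10 had one in replicate 1 against LacZ. Vector DNA captured by the CRLM1 probes is argued against as the cause of the 3 element peaks in replicate 2. Against LacZ 0 of the 3 elements had a peak, while the CRLM1 locus scored 935.57. Capture of a CRLM1 insert is not excluded by this, since sheared insert DNA would map to the CRLM1 locus itself. In replicate 1, GH1 scored 129.86 against LacZ, so the cause of its element peaks is not settled. Vector DNA carried over alike in the CRLM1 and LacZ pull-downs stays open for the 3 elements of replicate 2, since no list compares LacZ with Input here. Whether the cells used for ChIRP carried a construct is not stated in the methods, and reads across a vector junction were not analysed here.

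Peaks were denser on the first 50 Mb of chromosome 5 than on the rest in each of the 4 lists, by 2.29 and 2.17 times in replicate 1 against Input and LacZ and by 3.00 and 4.90 times in replicate 2. Binding sites specific to 1 replicate or control are argued against, as the lowest of these ratios was 2.17. A few dense clusters are argued against too: over 1 Mb bins of the segment, the lowest median density among the 3 lists with at least 100 peaks there was 2.52 times that of the genome. With peaks within 100 kb merged, the ratio of segment to rest fell to 1.18 and 1.35 in replicate 1 against Input and LacZ. It was 0.721 and 4.87 in replicate 2. Mean peak spacing in the segment was 113, 118 and 51.0 kb in those 3 lists. Merging therefore also joins evenly spread peaks and cannot decide between the explanations. DNA copy number of the cells could produce such an excess, and the lowest 10 Mb bin of the segment in any list was still 1.64 times the genome. Copy number and preferential binding cannot be told apart here, because both predict a broad excess and copy number was not measured in these lists. A peak caller that compares pull-down with control corrects for copy number only in part, since a higher count reaches significance more easily. No explanation was tested for the low density on chromosome X.

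Tandem AACC repeats were frequent among the strongest LacZ-called peaks of replicate 1. At least 3 tandem units were found in 6 of its 50 strongest peaks, including the third, and in 19 of all its peaks, where 20 placements gave 5.65 on average and 12 at most. The repeat was not particular to LacZ-called peaks, since replicate 1 against Input, which shares the pull-down library, had 16 peaks with it (0.171%, with 5.55 from placement on average and 10 at most). The repeat was noticed among the strongest peaks of replicate 1 against LacZ, so the 50 strongest peaks of each list were left out when lists were compared. It was then found in 13 of 10260 peaks of that list (0.127%) and in 10 of 16727 peaks of replicate 2 against Input (0.0598%, Fisher's exact p = 0.0847). Replicate 2 against Input had 10 peaks with the repeat in all, where placement gave 9.7 on average and 16 at most. No excess was thus seen there. Replicate 2 against LacZ had 0, with 0.4 from placement, too few to judge. GC or repeat bias shared by all libraries predicts an excess in replicate 2 as well, so the Input-called values go against it. It is not ruled out, as the counts are few and the exact test did not pass the threshold. With masking of simple sequence switched off, 0 of the 19 peaks had a blastn hit to LINC01767. Similarity to CRLM1 that is long enough to pass the blastn limit is thus argued against. A match no longer than 3 tandem units does not pass that limit, so capture through such short matches was not tested. A repeat bias of 1 pull-down library stays open, and no biological explanation was tested.

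Genes with a peak against Input were longer than under random placement. Chance hits on long genes are argued against as the whole cause, since placement already includes them and the ratio was 1.29 in replicate 1 against Input. GC content explains part of the pattern: under 200 placements matched on GC content the ratio was 1.14 (permutation p = 0.01, the smallest possible). For the low upstream share in that list, matching on GC content brought the ratio from 0.685 to 0.760 (permutation p = 0.01, the smallest possible), so GC content is not its whole cause. In replicate 2 against Input it went from 0.876 to 0.926 (permutation p = 0.02). The low share in UTR or CDS of the Input-called lists did not differ from placement after matching (ratio 0.958 in replicate 1, permutation p = 0.597, and 0.986 in replicate 2, p = 0.776), so GC content may account for it. The high share in UTR or CDS of replicate 1 against LacZ rose from a ratio of 1.38 to 1.58 (permutation p = 0.01, the smallest possible), so GC content does not account for it. What distinguishes the controls in this respect stays open and was not tested.

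LacZ-called peaks were similar to LINC01767 exons more often than random placement. A repeat sequence within one LINC01767 exon is a candidate explanation, as 100% of the 5253 hits outside the CRLM1 locus lay within 56417009 to 56417137. Extended resemblance to the CRLM1 transcript with 4 exons is argued against as the cause. Outside the CRLM1 locus, 0 peaks of replicate 1 against LacZ had a hit to those exons. Random placement gave only 0.13 peaks with such a hit on average, and short matches do not pass the E value limit. Capture through short stretches that match a probe was therefore not tested. Why peaks with the LINC01767 repeat sequence were more frequent than under placement in 3 of the 4 lists was not tested either.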
